# An Always Correlated gene expression landscape for ovine skeletal muscle, lessons learnt from comparison with an “equivalent” bovine landscape

**DOI:** 10.1186/1756-0500-5-632

**Published:** 2012-11-13

**Authors:** Wei Sun, Nicholas J Hudson, Antonio Reverter, Ashley J Waardenberg, Ross L Tellam, Tony Vuocolo, Keren Byrne, Brian P Dalrymple

## Abstract

**Background:**

We have recently described a method for the construction of an informative gene expression correlation landscape for a single tissue, longissimus muscle (LM) of cattle, using a small number (less than a hundred) of diverse samples. Does this approach facilitate interspecies comparison of networks?

**Findings:**

Using gene expression datasets from LM samples from a single postnatal time point for high and low muscling sheep, and from a developmental time course (prenatal to postnatal) for normal sheep and sheep exhibiting the Callipyge muscling phenotype gene expression correlations were calculated across subsets of the data comparable to the bovine analysis. An “Always Correlated” gene expression landscape was constructed by integrating the correlations from the subsets of data and was compared to the equivalent landscape for bovine LM muscle. Whilst at the high level apparently equivalent modules were identified in the two species, at the detailed level overlap between genes in the equivalent modules was limited and generally not significant. Indeed, only 395 genes and 18 edges were in common between the two landscapes.

**Conclusions:**

Since it is unlikely that the equivalent muscles of two closely related species are as different as this analysis suggests, within tissue gene expression correlations appear to be very sensitive to the samples chosen for their construction, compounded by the different platforms used. Thus users need to be very cautious in interpretation of the differences. In future experiments, attention will be required to ensure equivalent experimental designs and use cross-species gene expression platform to enable the identification of true differences between different species.

## Findings

The availability of gene expression datasets derived from the same tissue from animals with different genetic backgrounds, different developmental stages, and different environmental perturbations facilitates the construction of informative tissue specific gene expression correlation networks. The “Always Correlated” (AC) landscape approach provides a simple method for the construction of informative networks from relatively small datasets [1]. In particular the approach facilitates the identification of coherent modules of functionally related genes. The availability of equivalent tissue specific networks from different species would enable comparison between species for the same tissue and potentially the identification of common and/or species specific features.

### Constructing the ovine AC skeletal muscle transcriptional landscape and identification of modules

In order to construct the AC landscape for ovine LM muscle, we defined six groups of samples for the generation of individual condition gene expression correlation landscapes (Table 1). All RNA samples were from the LM muscle of sheep and were analyzed with the same GeneChip® Bovine Genome microarray (Affymetrix). 

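The High-Low group, 1 of the 6 groups, consisted of 40 arrays, each hybridised with RNA from the LM muscle of 1 sheep at 78 weeks of age. Of these animals, 19 were progeny of the 3 sires of the high muscling group (8 of sire 11, 7 of sire 2 and 4 of sire 7). The other 21 were progeny of the 3 sires of the low muscling group (8 of sire 16, 5 of sire 17 and 8 of sire 5). Each sire belonged to 1 muscling group only, and the sample labels give no date or batch. The values analysed here were the MAS5 signal intensities computed by the authors, on a linear scale, in which the mean of the middle 96% of the values of each array is 200. The log2 of each signal was taken without further normalization. The median signal of a probe set was 56.1 to 67 over the arrays, and the Pearson correlation between 2 arrays over the detected probe sets had a median of 0.917, with a range of 0.873 to 0.952. The number of arrays limits the precision of all values. The arrays of the other groups were not analysed here.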

The microarray contains 24,027 bovine probe sets representing ~19,000 UniGene clusters and 101 probe sets representing control elements. 

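In the values of the High-Low arrays, TNNC2 (gene 615428), the fast troponin C, had a mean signal of 28260 ± 2477 (SD, n = 40), and MYL1 (gene 317657), a myosin light chain, had 25057 ± 2220. MSTN (gene 281187), which encodes myostatin, an inhibitor of muscle growth, had 185 ± 110.3. Signals of different probe sets are not comparable as amounts of RNA. There were 24128 probe sets, of which 112 had names of Affymetrix control sequences and 24016 did not. Of the latter, 13292 had 1 gene symbol, 86 had several and 10638 had none. The probe sets with 1 symbol stood for 9155 genes. For the 2913 genes with more than 1 such probe set, the probe set with the highest mean signal was used. Present flags were not used here, and the 6360 genes with a mean signal of at least 61.8, the median over the probe sets other than controls, were taken as detected.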

The probe sets on the microarray were annotated as previously described, using the UMD2.0 and Btau4.0 bovine genome assemblies [2]. The full annotation is provided in Additional file 1. Data acquisition criteria were as follows: firstly probe sets with a dubious gene assignment (for example with no or multiple genes predicted for the same probe set) were removed; secondly, for those genes represented by more than one probe set, the probe set with the highest expression level (averaged across all samples) was assigned to that gene. The edited data was normalized using MAS5 [3]. Genes with a “Present” flag at least one time point were retained for the next step in the analysis. Genes with no significant deviation of expression from the mean defined by one standard deviation across each dataset, or subset, were removed from the calculation of correlation coefficients to reduce spurious correlations.

**Table 1:** Sources of gene expression data contributing to the analysis groups

**Analysis group**	**Time points**^**1**^	**Number of arrays**^**2**^	**Number of genes in network**
Callipyge	80d^3^, 100d, 120d, T0^4^, P10d^5^, P20d, P30d, T12	16	4,176
Normal	80d, 100d, 120d, T0, P10d, P20d, P30d, T12	19	3,732
Prenatal (Callipyge and normal)	80d, 100d, 120d,	15	3,081
Postnatal (Callipyge and normal)	T0, P10d, P20d, P30d, T12	20	3,476
High-Low (high and low muscling phenotypes)	T78	40	3,462
Overall	80d, 100d, 120d, T0, P10d, P20d, P30d, T12, T78	75	17,308
AC landscape	intersection of above networks		1,661

^1^Data for 80d, 100d, 120d normal is from Byrne et al., 2010 [4], data for T0 and T12 is from Vuocolo et al., 2007 [5], data for 10d, 20d and 30d is from Fleming-Waddell et al., 2007 [6] and data from T78 is from Kogelman et al., [7].

^2^Each array was from a separate individual.

^3^Days post conception.

^4^Weeks post natal.

^5^Days post natal.

The PCIT program [8] implemented as a package in R [9] was used to generate a total of six co-expression networks from the sets of gene correlation coefficients (Table 1). PCIT combines partial correlation coefficients with information theory to determine locally significant correlations automatically, avoiding the need for the specification of fixed correlation cut-offs. In order to facilitate the comparison between the ovine and bovine datasets the microarrays were grouped as closely as possible to the grouping of the bovine microarrays. 

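In the High-Low group, some genes with high signals varied little between animals. They were removed by the variation filter as it was read here. CKM, the muscle creatine kinase, had a standard deviation of 0.12 on the log2 scale over the 40 arrays, and TNNT3, the fast troponin T, also 0.12. HP, which encodes the plasma protein haptoglobin, had 1.62, and SLC12A2, an ion cotransporter, had 1.09, and both were kept. The filter was read as a standard deviation of log2 signal above the mean of 0.44 over the detected genes, which kept 2392 genes. With the mean plus 1 standard deviation of these values as the limit, 932 genes were kept, and without a detection filter 3623. With the limit on the standard deviation of the signal, not log2, an alternative chosen after the data were seen, 1255 genes were kept. The paper's muscle module holds CKM and TNNT3, and its AC landscape needs pairs present in all 6 networks. The main reading, which drops both genes, is therefore not the filter of the paper. Below, the High-Low network is the one built here from the 2392 genes.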

The majority of the genes were present in the “Overall” network, whilst between three and just over four thousand genes were represented in the networks build from subsets of the data (Table 1). These networks were highly interconnected (contained a high ratio of edges to nodes), rendering the identification of modules within the network very hard (data not shown). 

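In the High-Low network, the 5 genes with the most edges encode proteins of RNA and protein turnover, a secreted enzyme and a cytoskeletal protein. OTUD4, a deubiquitinating enzyme, had 615 edges, TNRC6B, a component of microRNA silencing complexes, had 613 and SRRM2, a splicing factor, had 597. GPX3, a secreted glutathione peroxidase, had 601 and TAGLN2, an actin-binding protein, had 593. PCIT kept 199294 edges, which is 83.3 per gene and 6.97% of all pairs of genes. When the values of each gene were shuffled over the arrays, 20 such data sets gave 44741 ± 226 edges (SD), or 18.7 per gene. With the mean of each sire removed from every gene, 101379 edges were left, OTUD4 had 244 of them, and OTUD4, TNRC6B, GPX3, SRRM2 and TAGLN2 were at ranks 131, 119, 28, 31 and 40. Without the progeny of sire 11, OTUD4, TNRC6B and SRRM2 were at ranks 43, 27 and 69, and without those of sire 16 GPX3 was at rank 53.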

The AC landscape was constructed by selecting those pairs of genes whose expression profiles were found to be significantly correlated by PCIT in all six networks. The final AC landscape comprised one large cohesive network (1,465 nodes) separate from a large number of very small networks containing two to four genes each, with a total landscape of 1,661 nodes and 5,196 edges (Figure 1A). 

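In the High-Low network built here, before any intersection, 42.2% of the edges were negative. The genes with the most edges fell into those with mostly negative and those with mostly positive edges. Of the edges of OTUD4, TNRC6B and SRRM2, 403, 404 and 395 were negative, against 188 and 192 of the edges of GPX3 and TAGLN2. The shuffled data sets had 40.3% negative edges on average.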

Of the 5,196 edges, 1,368 (26.3%) represented negative correlations and 3,828 (73.6%) represented positive correlations.

**Figure 1:**
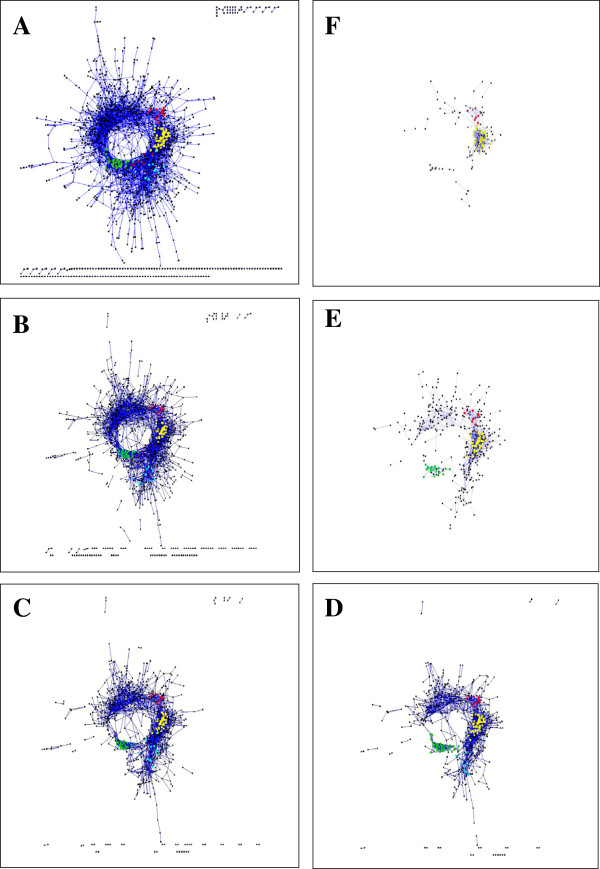
**AC landscape at different correlation coefficient cut-offs.A**) no cut off, **B**) 0.7, **C**) 0.8, **D**) 0.85, **E**) 0.9, **F**) 0.95. Modules are coloured as follows; red – muscle, yellow – mitochondria, green – ribosome, purple – translation, cyan – proteosome. The AC transcriptional landscape Cytoscape file is available in Additional file 2 .

To identify modules of genes within the sheep LM AC landscape a series of correlation coefficient based cut-offs were applied (Table 2 and Figure 1) and at each cut-off modules were identified using the Cytoscape MCODE plug-in [10] and annotated using the Cytoscape BiNGO plug-in [11] (Table 2). For each module, at each correlation cut-off, the MCODE parameters were gradually relaxed until the maximum size of each module was reached immediately preceding a major step increase of the modules’ connectivity into the surrounding network. In general the modules increased in size as the correlation cut-off was decreased from 0.95, and after reaching a maximum size, decreased in cohesiveness as the correlation cut-off was further decreased. Thus modules were defined using different correlation cut-offs, from >0.85 to >0.7. Five modules were present in the large, cohesive network: *muscle*, *mitochondrial proteins (nuclear encoded)*, *ribosomal proteins*, *regulation of ubiquitin ligation* and *translation* (Figure 1A, Additional file 2). 

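Over the 40 arrays of the High-Low group, the genes of each module varied together from animal to animal. The median Pearson r was 0.739 over the pairs of 30 measured genes of 37 of the ribosomal module, led by RPL24, RPS14 and RPL14 (mean r with the other members of 0.797, 0.790 and 0.784). In the mitochondrial module (45 of 51 genes, median r 0.622) the leading genes were the cytochrome c oxidase subunit COX5B (0.708), TMEM126A (0.707) and the complex I subunit NDUFB9 (0.690). In the muscle module (11 of 12 genes, median r 0.651) these were TNNT3, CKM and ENO3 (0.744, 0.744 and 0.706), and in the translation module (5 of 6 genes, median r 0.682) RPS13, BTF3 and RPLP0 (0.739, 0.687 and 0.681). In the module of regulation of ubiquitin-protein ligase activity (10 of 13 genes, median r 0.440), the proteasome subunits PSMA3 and PSMB3 and the mitochondrial protease PARL had 0.544, 0.516 and 0.407. Some members were hardly correlated with the rest, such as VDAC1 in the mitochondrial module (0.103), ZC3H10 in the ribosomal module (0.144) and CPSF6 and NSD3 in the ubiquitin-related module (0.144 and 0.125). GAMT (0.401), RPL4 (0.598), MYL2 (0.582), FHL1 (0.569), RPL28 (0.657) and FMC1 (0.589) were the other members with the lowest mean r of their modules.
For each module, 10000 random gene lists of the same size were drawn within 20 bins of mean signal. How closely they match the signals of the brightest module genes was not tested. Their median r was 0.105, 0.111, 0.114, 0.0172 and 0.0766 for the mitochondrial, ribosomal, muscle, ubiquitin-related and translation lists. Every module was above them in a one-sided permutation test, with adjusted p of 1.7e-04 for the mitochondrial, ribosomal and ubiquitin-related modules, where the p before adjustment is the smallest possible (1e-04), 2.5e-04 for the muscle module and 0.0011 for the translation module. The study chose the modules in part on these arrays, so the module values are not independent evidence. Gene lists outside the modules, not chosen on these arrays, also varied together. These were 35 other ribosomal proteins (median r 0.611, adjusted p = 2.0e-04), 39 other genes of oxidative phosphorylation (0.313, adjusted p = 2.0e-04), 11 other genes of glycolysis and glycogen use (0.389, adjusted p = 0.0054) and 27 other proteasome subunits (0.222, adjusted p = 6.0e-04). The members with the highest mean r were RPL34, RPL10A and RPL21 (0.705, 0.698 and 0.696), the complex I subunits NDUFV2, NDUFA5 and NDUFA12 (0.531, 0.515 and 0.501), PGM1, LDHA and GPI (0.449, 0.447 and 0.446) and PSMA1, PSMA5 and PSMC2 (0.439, 0.407 and 0.404). The lowest were RPS19 and RPL37 (0.0903 and 0.0883), NDUFB5 and COX6A2 (0.0790 and 0.0642), PYGB and UGP2 (0.0405 and -0.453) and PSMD13 and PSMD5 (0.0290 and -0.00460), of which UGP2 is an enzyme of glycogen synthesis. With quantile normalization the muscle and translation modules were no longer above the random lists (median r 0.0922, adjusted p = 0.182, and 0.240, adjusted p = 0.0987). The ribosomal and mitochondrial modules still passed there, but kept only 53.5% and 69.9% of their median r. With the 8 spiked controls regressed out, an alternative chosen after the data were seen, the muscle module (0.332, adjusted p = 0.0535) and the glycolysis list (0.249, adjusted p = 0.0574) did not pass. The ubiquitin-related module passed with a median r of 0.189 with the mean of each sire removed and of 0.165 with the spiked controls regressed out, and the proteasome list did not pass within the low muscling arrays (0.106, adjusted p = 0.0623).

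**Figure D1:**
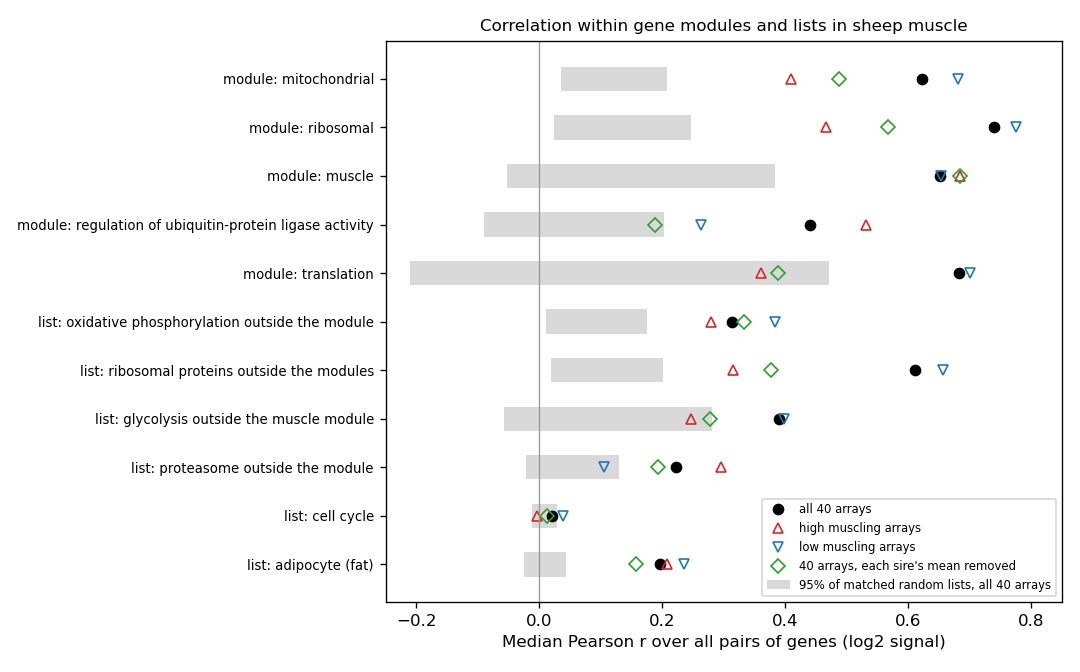
Median Pearson r over all pairs of genes of each module and list (horizontal axis), for all 40 arrays (filled circles), the high and low muscling arrays alone (triangles) and all arrays with the mean of each sire removed (diamonds). Grey bars hold 95% of the matched random lists for all 40 arrays only. The filled circles of the ribosomal and mitochondrial modules lie at 0.739 and 0.622, to the right of their grey bars.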

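Nearly all genes of the modules had a lower than average variation on the log2 scale in the High-Low group. The variation filter as read here, which is not that of the paper, kept few of the measured ones. It kept 0 of 45 mitochondrial, 1 of 30 ribosomal, 0 of 11 muscle, 2 of 10 ubiquitin-related and 0 of 5 translation genes. The edges of the module genes were therefore counted in another network, chosen after the data were seen. It held the 3462 detected genes with the highest standard deviation of the signal, not log2. In it PCIT joined 705 of 990 pairs of mitochondrial genes, 376 of 406 pairs of ribosomal genes, 51 of 55 pairs of muscle genes, 18 of 36 pairs of ubiquitin-related genes and 10 of 10 pairs of translation genes. Over all pairs of genes of that network the share was 11.9%.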

A full listing of the genes in each module is provided in Additional file 3.

**Table 2:** Identification of functional modules in the AC landscape

**Module**	**Correlation cut-off**						**Description of the key GO term**	**GO enrichment P-value**
	**>0.95**	**>0.90**	**>0.85**	**>0.80**	**>0.70**	**none**		
Mitochondria	29^1^	39	**51**^2^	40	35	35	mitochondrial electron transport, NADH to ubiquinone	2.0370*10^2E-26^
Ribosome		18	**37**	23	29	33	translation	3.7793*10^3.8E-47^
Muscle	6	10	**12**	10	10	10	muscle contraction, muscle system process	3.0278*10^3E-8^
Regulation of ubiquitin-protein ligase activity			8	**13**	11	nd^3^	negative regulation of ubiquitin-protein ligase activity	1.2510*10^1.3E-5^
Translation					**6**	nd	translational elongation	1.1387*10^1.1E-8^

^1^ Number of genes in each module for each correlation cut-off of the “AC” landscape was calculated using the MCODE plug-in in Cytoscape. A list of genes in each module is included in Additional file 3.

^2^ Bold values have been taken as the optimal size of the module.

^3^ Module not detected.

### Comparison of the ovine and bovine AC landscapes

The ovine skeletal muscle co-expression landscape contains just under half the nodes, but ~60% more edges per node, and an eight times larger percentage of negative correlations than the cattle landscape [1]. The latter values were somewhat surprising, given that the two analyses started with a similar number of genes and achieving a similar ratio of edges to nodes in the two networks is predicted to lead to a very small ovine AC landscape. It is not clear whether these differences reflect the source of the samples used, the gene expression platform (in particular the use of a bovine microarray for analysis of the ovine samples), the quality of the gene expression data, or a combination of all the above.

There was a small, but significant (hypergeometric test >= 395, p-value = 9.2E-07), overlap of 395 genes between the two landscapes (Table 3). In addition to the intrinsic differences between bovine and sheep, the small overlap may reflect data quality, arising from the sampling and microarray platform differences. Like the bovine LM landscape [1] modules for mitochondrial proteins (nuclear encoded), ribosomal proteins and muscle/glycolysis were identified. However, in line with the low overlap in genes between the two networks there were relatively few genes in common between modules annotated with the same roles (Table 3). Similar to the bovine LM landscape, the genes encoding the muscle structural proteins were not highly clustered, but some small clusters of these genes were observed. The absence of strong clustering of the genes encoding muscle contractile structural proteins in both datasets suggests that even within a single muscle there is a less discrete, and more continuous, range of muscle fibre structural protein compositions at the anatomical level than might have been expected. This might also be in part due to the long developmental time series analysed, with relationships between contractile proteins changing with age of the animals.

**Table 3:** Overlap of the gene composition of modules in the ovine and bovine AC landscapes

**Ovine module name**	**Number of genes**			**Bovine module name**
	**Ovine only**	**Both**	**Bovine only**	
Mitochondrial	47	4	12	Mitochondria (nuclear encoded)
Ribosome	36	1	6	Ribosomal proteins
Translation	6	0	7	Ribosomal proteins
Muscle	8	4	54	Glycolysis/fast twitch
Full landscape	1266	395	3111	Full landscape
Full landscape – annotation overlap^1^	1138	395	2166	Full landscape – annotation overlap

^1^Genes that have been annotated in both landscapes.

In a more detailed comparison of the two landscapes we observed that only eighteen identical edges were present in both landscapes. Given that the module structure appeared to be conserved between the landscapes, but contained different genes, this may be due to the differences between the genes correlated within modules as a consequence of the phenotypes rather than sampling or microarray platform differences. However, if this was the result of platform related issues, this may have also led to different performances of the probes on the arrays for the same genes, equally impacting the correlations leading to the final network. Indeed, of the 14,041 genes confidently annotated on the Affymetrix microarray and 17,101 genes confidently annotated on the Agilent microarray only 11,712 genes could be confidently linked between the two datasets. It also appears that although the objective was to obtain a core network the design of the experiments still had an impact on the genes represented and the modules observed. For example, there was no “*cell cycle*” or “*fat*” module in the ovine network and no “*regulation of ubiquitin-protein ligase activity*” module in the bovine network, although genes from these modules were represented on the arrays and probes returned informative data.

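In the High-Low group, genes of the cell cycle showed no detectable shared variation, while genes of fat cells did. Of 37 measured cell cycle genes 12 were detected, and the median Pearson r over the pairs of all 37 was 0.01996 (adjusted p = 0.0922 against matched random lists, one-sided permutation test). The members with the highest mean r were NUSAP1 (0.0926), a spindle protein with a mean signal of 32.1, CDK1 (0.0709) and MCM6 (0.0708), and those with the lowest were KIF23 (-0.0474) and CENPA (-0.0646). For 24 genes of fat cells the median r was 0.196 (adjusted p = 2.0e-04, of which the p before adjustment is the smallest possible). FASN, ACLY and LPL, which act in fatty acid synthesis and lipid uptake, led the list with mean r of 0.386, 0.366 and 0.382, and S100G and ADIPOR2 had the lowest (-0.0961 and -0.161). FASN varied widely between animals, with a signal of 297 ± 385 (SD, n = 40). The cell cycle list passed the test on signals that were not log2 (median r 0.0278, adjusted p = 0.0234), within the low muscling arrays (0.0390, adjusted p = 0.0160) and without the progeny of sire 2 (0.0352, adjusted p = 0.0131) or sire 7 (0.0262, adjusted p = 0.0352). Within the high muscling arrays its median r was -0.00427. The paper proposes that the design of the experiments had an effect on which modules were seen.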

### Muscle structural subunit genes in the ovine AC transcriptional landscape

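In the High-Low animals, structural and metabolic genes of the muscle module varied together from animal to animal. The structural genes of the muscle module were the troponins TNNT1 and TNNT3, the tropomodulin TMOD4, the Z-disc protein MYOZ1, the myosin light chain MYL2 and the LIM protein FHL1, and the median Pearson r over their pairs was 0.614 (p = 0.0058 against matched random lists, one-sided permutation test). The enzymes were ENO3, PGAM2 and ALDOA of glycolysis, the glycogen phosphorylase PYGM and the creatine kinase CKM, with a median r of 0.718 (p = 0.0012, same test). Over the 30 pairs of a structural gene with an enzyme it was 0.643. Mean signals were 25517 ± 2201 (SD, n = 40) for TNNT3 (gene 282096), 29156 ± 2415 for CKM (gene 286822) and 19689 ± 2158 for ENO3 (gene 540303). The annotation places the TNNT3 probe set on chromosome 29 of Btau4.0 from 51435215 to 51436215. With quantile normalization, the median r of the structural genes was 0.00407 (p = 0.515), and with the spiked controls regressed out, an alternative chosen after the data were seen, it was 0.327 (p = 0.122). The study chose the module in part on these arrays, so these values are not independent evidence.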

Of the twelve genes in the ovine muscle module, six encoded muscle structural proteins and five encoded enzymes involved in muscle metabolism (Table 4). The positions of the genes encoding muscle structural subunits in the rest of the ovine skeletal muscle AC landscape were determined (Table 4). Around half of the genes studied were present on the landscape, however except for the muscle module and adjacent to the module and a small cluster of genes adjacent to the mitochondrial module there was little clustering of genes encoding muscle structural proteins. In addition, apart from the cluster of fast twitch subunits adjacent to the mitochondrial module there was no separate clustering of fast and slow twitch fibre associated subunits. 

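In the High-Low group, several genes of the thin and thick filaments of the sarcomere varied with the muscle module. TNNC2 and MYL1, which Table 4 places near the mitochondrial module, had a mean Pearson r of 0.720 and 0.766 with the genes of the muscle module and of 0.0864 and 0.131 with those of the mitochondrial module. Outside the AC landscape, TNNI2 (0.769), MYH1 (0.601), TNNC1 (0.575) and MYH7 (0.567) were also correlated with the muscle module. SMPX had 0.267 with the muscle and 0.306 with the mitochondrial module, and NEB, a giant protein of the thin filament, had 0.173 and -0.492. Of the 52 genes of Table 4, 36 were measured, and the median r over all their pairs was 0.169, against 0.0653 in matched random lists (p = 0.0146, one-sided permutation test). Within the places of the landscape it was 0.289 for the 6 genes near the muscle module (p = 0.123), 0.259 for the 3 near the mitochondrial module (p = 0.264), 0.0789 for the 2 elsewhere (p = 0.550) and 0.0682 for the 17 not in the landscape (p = 0.237), by the same test. The genes near the muscle module passed with the mean of each sire removed (0.341, p = 0.0130), within the high muscling arrays (0.351, p = 0.0184), without the progeny of sire 5 (0.366, p = 0.0406) and, as an alternative chosen after the data were seen, with the spiked controls regressed out (0.410, p = 0.0387). They passed in no other setting. Their median r fell to 0.180 without the progeny of sire 17 (p = 0.289) and to 0.191 with the mean over all probe sets (p = 0.155). The r over all genes did not pass the test with quantile normalization (0.0418, p = 0.175), without the progeny of sire 2 (0.131, p = 0.125) or with the spiked controls regressed out (0.0932, p = 0.244). From the low clustering of these genes in both species, the paper proposes a more continuous range of structural protein compositions of the muscle fibres.

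**Figure D2:**
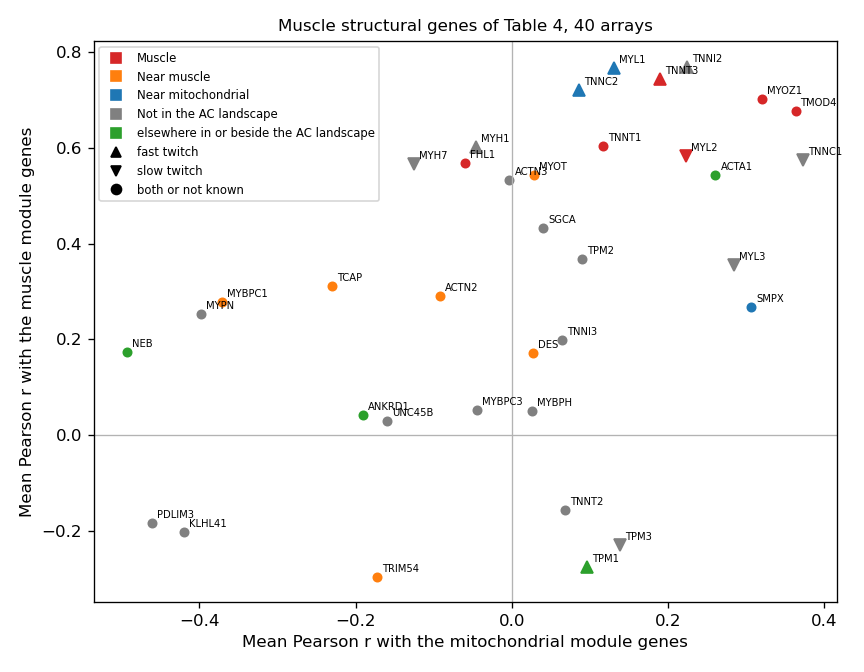
Mean Pearson r of each measured gene of Table 4 with the genes of the mitochondrial module (horizontal axis) and of the muscle module (vertical axis), over 40 arrays. Colours give the place in the AC landscape and symbols the fibre type of Table 4, and KBTBD10 appears under its current symbol KLHL41. TNNC2 and MYL1 lie at 0.720 and 0.766 on the vertical axis, beside TNNT3 and TNNI2.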

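Among the genes that Table 4 assigns to 1 fibre type, 6 fast and 5 slow genes were measured. TNNI2, MYL1, TNNT3 and TNNC2 had a mean Pearson r of 0.648, 0.631, 0.612 and 0.610 with the other fast genes and of 0.348, 0.385, 0.397 and 0.382 with the slow genes. MYL2 and TNNC1 had 0.546 and 0.536 with the other slow genes and 0.431 and 0.404 with the fast genes. MYH7, also slow, had 0.280 with the other slow and 0.411 with the fast genes. The tropomyosins TPM1 (fast) and TPM3 (slow) had a negative mean r with the fast genes (-0.318 and -0.204). The mean r was 0.408 over pairs of the same fibre type and 0.2496 over fast with slow pairs, a difference of 0.158 (p = 0.0561, two-sided permutation of the fibre types over genes, which are not independent replicates). With quantile normalization these means were 0.0793 and -0.0547. The mean r over fast with fast pairs, 0.446 without that step, was then -0.0454. The fibre difference passed the test with Spearman correlations (0.166, p = 0.0452), with the mean over all probe sets of a gene (0.182, p = 0.0222), without the progeny of sire 5 (0.212) or sire 7 (0.181) and, as an alternative chosen after the data were seen, with the spiked controls regressed out (0.289, p = 0.0086). It passed in no other setting. It was 0.0987 with the mean of each sire removed (p = 0.147), 0.0932 within the low muscling arrays (p = 0.187) and 0.134 with quantile normalization (p = 0.0926).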

The data was mapped onto the Virtual Muscle 3D (VMus3D) [12] to determine if the products encoded by the genes in the muscle module were co-located in the macromolecular structure of muscle. No apparent clustering of products was observed (Figure 2). Perhaps not surprisingly genes encoding the costamere and z-disk proteins were not clustered with the genes encoding contractile proteins, consistent with many of the latter proteins also having roles in non-muscle structures and systems [12].

**Table 4:** Location of the genes encoding muscle structural protein subunits in the AC landscape

**Module name**	**Slow twitch fibres**^**1**^	**Fast twitch fibres**	**Both slow and fast twitch fibres**	**Fibre type specificity is not known**
Muscle	MYL2	TNNT3		TNNT1, FHL1, TMOD4, MYOZ1
Near *“muscle”*	TTN1	MYH2	ACTN2	TRIM54, TCAP, MYOT, DES, MYBPC1
Near *“mitochondrial”*		TNNC2, MYLPF, MYL1		SMPX
Near *“regulation of ubiquitin–protein ligase activity”*			**ACTA1**^2^	
Near * “translation” *		TPM1		
Elsewhere in AClandscape			**OBSCN**, NEB,	DMD, ANKRD1
Not in the AClandscape	MYL3, MYH7, TNNC1, TNNI1, TPM3	MYH1, MYBPC2, TNNI2,	MYBPH, ACTN3	MYOM2, MYOM3, MYBPC3, TNNI3, TNNT2, TPM2, MYPN, KBTBD10, KBTBD5, CSRP3, LMOD2, UNC45B, SGCA, CMYA5, PDLIM3, LRRC39, XIRP2, TRIM63

^1^Fibre type assignments of proteins are from [13], except for TMOD1 and TMOD4 [14] and MYL6B [15].

^2^Expression of genes encoding proteins in bold are negatively correlated with the majority of the members of the module.

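ACTA1 (gene 281592), the skeletal muscle actin, was lower in animals in which the genes of the ubiquitin-related module were higher. It was negatively correlated with 7 of the 10 measured genes of that module, with a mean Pearson r of -0.237. Against the mean of the module's standardised log2 signals over the 40 arrays, r was -0.368 (p = 0.0197, adjusted p = 0.0344, two-sided permutation test) and Spearman's rho was -0.362 (p = 0.0228, adjusted p = 0.0399). The module mean differed between sires, at 0.235 to 0.684 in the progeny of sire 11 and -1.38 to -0.292 in those of sire 2. The test exchanges animals between sires, so its p treats the progeny of 1 sire as independent. Without the 2 arrays farthest from the median of the module mean r was -0.319, with the mean of each sire removed it was -0.336 (rho = -0.240, adjusted p = 0.157), and within the high and the low muscling arrays it was -0.565 and -0.304. With the module mean standardised over all animals, r within the high muscling arrays was -0.614, and it was 0.0269 with the mean of each sire removed and 0.0653 without the progeny of sire 11.
SMPX, a small muscle protein, rose with the mitochondrial module (r = 0.399, p = 0.0108, adjusted p = 0.0252; rho = 0.432, adjusted p = 0.0127; 0.421 without the 2 arrays). TNNC2 (r = 0.112, adjusted p = 0.488; rho = 0.0499, adjusted p = 0.759; 0.0426 without 2 arrays) and MYL1 (r = 0.170, adjusted p = 0.343; rho = 0.0893, adjusted p = 0.679; 0.00785 without 2 arrays) did not pass the test with that module, nor did TPM1 with the translation module (r = 0.182, adjusted p = 0.343; rho = 0.146, adjusted p = 0.514; 0.271 without 2 arrays). With the mean of each sire removed, the r of SMPX, TNNC2, MYL1 and TPM1 was 0.0860, 0.457, 0.454 and -0.439, of which the last 3 passed the test (adjusted p = 0.0070 each), but by rho only TPM1 passed (-0.428, adjusted p = 0.0252), not TNNC2 (0.328, adjusted p = 0.0558) or MYL1 (0.362, adjusted p = 0.0520). The family held 7 relations of a gene with a module. Within the high muscling arrays TNNC2 and MYL1 also passed by r (0.549 and 0.513) and not by rho (0.479 and 0.489, adjusted p = 0.0693 each), and TPM1 was negative (-0.652, adjusted p = 0.0162).
The relation of ACTA1 no longer passed with ranks in place of log2 signals (-0.348, adjusted p = 0.0502), with quantile normalization (-0.320, adjusted p = 0.149), with the mean over all probe sets (-0.331, adjusted p = 0.0650), within the low muscling arrays (adjusted p = 0.314) or without the progeny of sire 2 (-0.112), 11 (-0.327) or 17 (-0.317), and with the spiked controls regressed out, chosen after the data were seen, it was 0.174. That of SMPX no longer passed with quantile normalization (0.0252), within either muscling group (0.248 and 0.265) or without the progeny of sire 11 (0.317) or 16 (0.368).

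**Figure D3:**
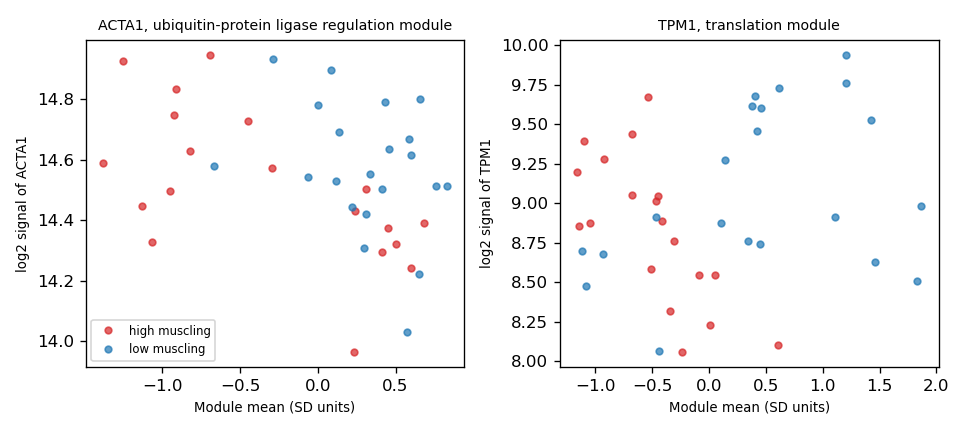
Log2 signal of ACTA1 against the mean of the ubiquitin-related module and of TPM1 against the mean of the translation module (horizontal axes, in standard deviations), 1 point per animal. High muscling animals are red and low muscling animals blue, and the r over all points is -0.368 for ACTA1 and 0.182 for TPM1.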

**Figure 2:**
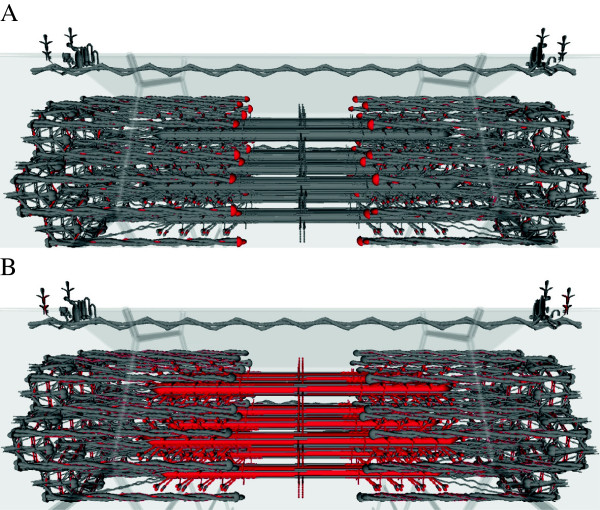
**Visualisation of data with VMus3D.A**) sheep. **B**) cow. Red indicates the presence of a gene coding a muscle structural protein in the “muscle module”. Grey indicates that the gene coding this protein was not present in the muscle module. The picture was generated using the virtual muscle 3D viewer [12] .

### Potential impact of sample choice on AC modules

The final gene in the muscle module encoded FAF1, FAS-associated factor one, which is highly expressed in skeletal muscle [16]. Although probes for *FAF1* are present on the bovine Agilent array platform and return informative signals (consistent with expression in muscle contractile cells) *FAF1* was not present in the bovine AC landscape. FAF1 contains a ubiquitin-binding motif and has recently been reported to associate with the valosin-containing protein (VCP) purified from muscle, the resulting complex may interact transiently with the 26S proteosome [17]. Mutations in VCP cause inclusion body myopathies, it has been proposed that VCP plays a role in protein homeostasis, extracting proteins from protein complexes for degradation by the 26S proteosome [18] and that disruption of this role leads to accumulation of undegraded proteins [19]. The ubiquitin-dependent proteolytic system is the major proteolytic system in skeletal muscle [20]. The Callipyge mutation has been proposed to increase muscle mass through a reduction in the rate of muscle protein degradation, although this has been proposed to be through increased levels of calpastatin, rather than decreased activity of the 26S proteosome [21,22]. In addition, the proteosome was identified as a potential determinant of the muscling trait in the high-low muscling animals used in the analysis reported here [7]. 

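In these animals, 10 of 30 detected subunits of the proteasome had lower signals in high than in low muscling progeny and none was higher at an adjusted p under 0.05 from limma with sire as a random block (13 lower when adjusted over the list alone). The median log2 difference was -0.21, and as a set the subunits did not pass the test of limma against all other genes (adjusted p = 0.339 with an estimated correlation, or 3.4e-05 with a preset correlation of 0.01). PSMB4 (gene 506203), a subunit of the 20S core, had a signal of 4412 ± 446 (SD, n = 19) in high and 5501 ± 547 (SD, n = 21) in low muscling animals, a log2 difference of -0.32 (standard error 0.07, adjusted p = 0.0038). PSMA3 (gene 505176), also of the core, had 3612 ± 601 and 4479 ± 373 (-0.34, standard error 0.08, adjusted p = 0.0050). For both genes the mean of every low muscling sire was above that of every high muscling sire. The sires of the groups did not overlap in 19.3% of the 6360 detected genes, where chance gives 10%. In the 20S core 7 of 13 subunits were lower (10 adjusted over the list alone), and in the 19S cap 3 of 17 (4 adjusted over the list alone), with PSMD6 at -0.50 (adjusted p = 0.045) and PSMC4 at -0.29 (adjusted p = 0.049). As sets, with the estimated correlation, neither the core (p = 0.0047, adjusted p = 0.118, median -0.25) nor the cap (adjusted p = 0.648, median -0.04) passed, and the core passed without the detection filter (adjusted p = 0.0366). The calls of PSMB4 and PSMA3 ended without the progeny of sire 5 (adjusted p = 0.063 and 0.14) or sire 16 (0.16 and 0.088) and that of PSMA3 without sire 2 (0.080), that of PSMC4 with quantile normalization (0.079) and that of PSMD6 with the mean over all probe sets (-0.19, adjusted p = 0.64).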

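Over all detected genes, 495 differed between high and low muscling, with 145 higher and 350 lower in high muscling (92 and 556 with each array centred on its median). The 10 largest differences among them were in HP (-1.90, standard error 0.56, adjusted p = 0.029), the ion cotransporter SLC12A2 (1.48, standard error 0.35, adjusted p = 0.0067), the calcium-binding protein S100A13 (-1.48), PFKFB3, a regulator of glycolysis (1.41), the matrix protein THBS1 (-1.40), the metallothionein MT1A (-1.32), the transcription factor FOSL2 (1.25), TGFBI (-1.25), TM4SF18 (-1.18) and CARHSP1 (-1.17). Of these, HP (mean signal 45.5) and CARHSP1 (38.4) in high muscling and FOSL2 (43.1) in low muscling lay below the detection limit, and S100A13 and TM4SF18 in high muscling lay below it in the mean of log2 signals, so the size of these 5 differences is uncertain. The smallest p, named after the values were seen, were those of SNRPG, a core protein of the spliceosome (-0.78, adjusted p = 3.2e-07), and DICER1, which cleaves microRNA precursors (0.80, adjusted p = 2.0e-05).
Genes of protein synthesis and respiration were lower in part, as were markers of connective tissue and leukocytes. Of 17 fibroblast and extracellular matrix genes 6 were lower and 1 was higher (10 and 1 adjusted over the list alone; median -0.40; set adjusted p = 0.339 with an estimated correlation), with TIMP1 at -0.92, and of 11 macrophage and leukocyte genes 2 were lower (6 adjusted over the list alone; median -0.57; set adjusted p = 0.339), with LAPTM5 at -0.57. Of 30 genes of the ribosomal module 10 were lower (21 adjusted over the list alone; median -0.19; set adjusted p = 0.339 with an estimated correlation), with EEF1B2 at -0.40 and RPL14 at -0.33. In the mitochondrial module 6 of 45 were lower (10 adjusted over the list alone; median -0.16; set adjusted p = 0.467), with ATP5ME at -0.45 and NDUFC2 at -0.39, and in the translation module 1 of 5 (3 adjusted over the list alone; median -0.14; set adjusted p = 0.387), with BTF3 at -0.18 (adjusted p = 0.047, or -0.07 and adjusted p = 0.47 with quantile normalization) and RPS13 at -0.14 (adjusted p = 0.14). In the muscle module none of 11 differed (median 0.04; set adjusted p = 0.648), with PYGM at 0.14 (adjusted p = 0.31) and CKM at 0.09 (adjusted p = 0.43), which was -0.56 with the mean over all probe sets, and the median of the module was -0.01 with each array centred on its median. The study chose these modules in part on these arrays, so their counts are not independent evidence. Outside the modules 9 of 33 ribosomal proteins were lower (19 adjusted over the list alone; median -0.19; set adjusted p = 0.339), among them RPL3 (-0.47) and RPL31 (-0.53). With a preset correlation of 0.01, the sets of the mitochondrial, ribosomal and translation modules passed (adjusted p = 1.6e-06, 1.6e-10 and 0.028).
On the first principal component of the detected genes, the mean of sire 11 lay at one end (-20.6) and those of sires 16 and 5 at the other (14.7 and 14.4), with sires 2, 7 and 17 between them. Along it, the signal of the spiked control BioC, added to each sample and not from the animal, had a Spearman rho of -0.729. Its adjusted permutation p was 1e-04, of which the p before adjustment is the smallest possible. This rho was the largest of the spiked controls. LysX had -0.448 (adjusted p = 0.0186, same test), and BioB (-0.0777), BioDn (-0.159), CreX (0.0381), DapX (-0.233), PheX (0.304) and ThrX (-0.141) did not pass. Of the measures of RNA quality, the GAPDH 3' to 5' ratio had a rho of -0.493 (adjusted p = 0.0097, same test) and that of actin 0.240 (adjusted p = 0.247). The 20S core and the ribosomal module had a median r of 0.581 and 0.467 with the component, as against 0.561 for fibroblast and extracellular matrix, 0.539 for smooth muscle and pericyte and 0.518 for macrophage and leukocyte genes. With the spiked controls as covariates, an alternative chosen after the data were seen, 732 genes were called, 449 of them among the 495, and 9 of the 10 genes with the largest differences were still called. Of these 10 genes none was still called without the progeny of sire 5 or of sire 16 or with the means of the sires as samples, 3 were without sire 2, 4 without sire 7 and 7 with the mean over all probe sets. The count of 495 genes was 23 without the progeny of sire 5, 29 without sire 16, 272 without sire 7, 290 without sire 2 and 1221 without sire 17. It was 1586 without the block and 0 with the means of the 6 sires as samples (limma, 886 genes at an unadjusted p under 0.05).

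**Figure D4:**
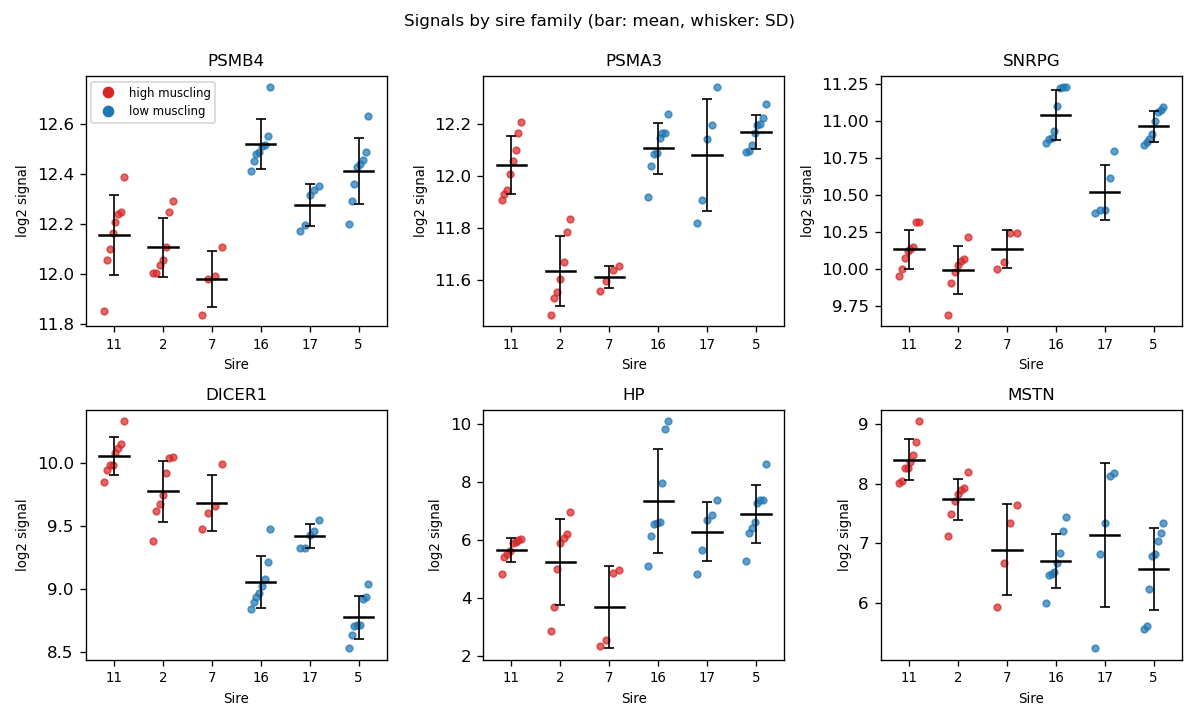
Log2 signal (vertical axes) of PSMB4, PSMA3, SNRPG, DICER1, HP and MSTN in the progeny of each sire (horizontal axes), 1 point per animal, with the mean (bar) and SD (whisker). High muscling sires (11, 2 and 7) are red and low muscling sires (16, 17 and 5) blue. The mean of PSMB4 is 11.98 to 12.16 in the high muscling and 12.27 to 12.52 in the low muscling sires.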

Interestingly, no “*regulation of ubiquitin-protein ligase activity*” module was present in the bovine network, although genes from these modules were represented on the arrays and probes returned informative data. The ubiquitin-ligases play a role in the targeting of proteins to the 26S proteosome for degradation. This difference between the two AC landscapes is suggestive of the source of the samples influencing the resulting networks and that the comparison has potentially identified a difference related to a role of the 26S Proteosome in the Callipyge animals and more generally in high and low muscling phenotypes in sheep compared to another high muscling genotype, Myostatin deficiency [1], in cattle.

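In high against low muscling, 5 of the 10 measured genes of the module of regulation of ubiquitin-protein ligase activity, among them PSMB4 and PSMA3, were lower and none was higher. The count was 6 when adjusted over the list alone, which the study chose in part on these arrays and which is not independent evidence. The median log2 difference of the module was -0.30. As a set, against all other genes and with the correlation between genes estimated, the module did not pass the test of limma (adjusted p = 0.339, or 0.0134 without the progeny of sire 11). Of 8 genes of the ubiquitin system of muscle atrophy none passed (median 0.11, adjusted p = 0.387), with MDM2 at 0.50 (adjusted p = 0.085) and UBE2B at -0.15 (adjusted p = 0.18), which was 0.16 with the mean over all probe sets. The module was found in the ovine and not in the bovine landscape, and from this the paper proposes that the source of the samples influenced the networks and that a potential difference was found, related to a role of the 26S proteasome in the Callipyge animals and in high and low muscling in sheep, compared to myostatin deficiency in cattle.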

### Identification of putative key transcription factors

310 of the 898 transcription factors (TFs) analysed (see Hudson et al., 2009 [1]) were included in the ovine LM AC landscape, of which 4 were present in the modules (Table 5). 

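The transcription factors COPS5 and BTF3 followed the modules that hold them in the High-Low group. COPS5 (gene 507179), with a mean signal of 5975 ± 628 (SD, n = 40), was negatively correlated with 1 of the 44 other genes of the mitochondrial module. Its Pearson r with the module mean was 0.754 and Spearman's rho 0.794. BTF3 (gene 281031), a factor that also binds nascent polypeptides at the ribosome, had a mean signal of 10515 ± 1131, and its r and rho with the other 4 measured genes of the translation module were 0.796 and 0.761. In each case the p of 1e-05 is the smallest that 100000 permutations can give, and the adjusted p over the 7 relations of a gene with a module was 3.5e-05. These permutations exchange animals between sires, so the p treats the progeny of 1 sire as independent. Without the 2 arrays farthest from the median of the module mean r was 0.709 for COPS5 and 0.760 for BTF3, and with the mean of each sire removed it was 0.467 and 0.438. With both steps it was 0.374 and 0.232. By rho with the mean of each sire removed, COPS5 passed (0.421, adjusted p = 0.0252) and BTF3 did not (0.328, adjusted p = 0.0558). Within the high muscling arrays BTF3 passed by r (0.498, adjusted p = 0.0427) and not by rho (0.349, adjusted p = 0.169). Within the high muscling arrays alone the r of COPS5 was 0.361 (adjusted p = 0.151), and with quantile normalization that of BTF3 was 0.275 (adjusted p = 0.149). Both are members of these modules, which the study chose in part on these arrays, so their r is not independent evidence.

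**Figure D5:**
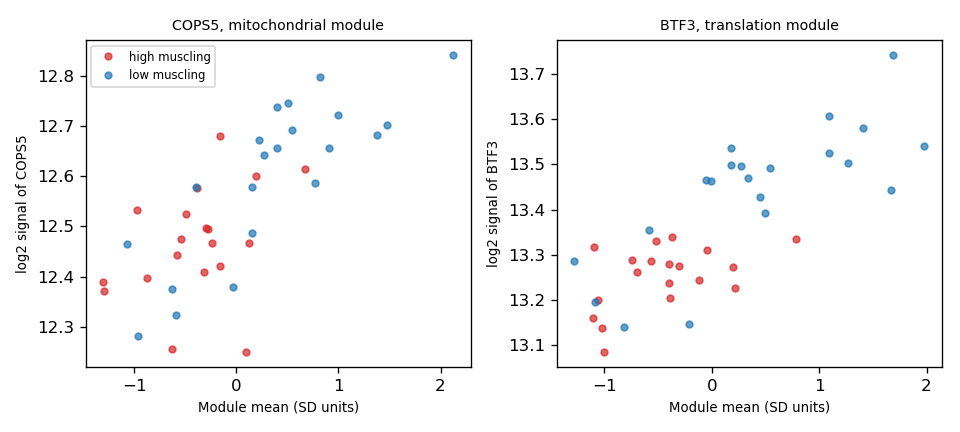
Log2 signal of COPS5 against the mean of the other mitochondrial module genes and of BTF3 against the mean of the other translation module genes (horizontal axes, in standard deviations), 1 point per animal. High muscling animals are red and low muscling animals blue, and the r over all points is 0.754 for COPS5 and 0.796 for BTF3.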

“Module-to-regulator” relationships were computed based on the correlation values obtained from the “Overall” network and a number of known regulators of the functions/attributes determined for the modules were identified (Table 5). For example MEOX2 (*muscle* module) is involved in muscle development [23]. COPS5 (*mitochondrial* module), aka JAB1, is a component of the COP9 signalosome complex, which regulates the ubiquitin conjugation pathway [24], and was identified by both approaches. COPS5 has previously been shown to be involved in the regulation of the mitochondrial apoptotic pathway through specific interaction with BCL2L14 (aka BclGs) which is a regulator of mitochondrial apoptosis [25], YBX1 appears to have mismatch-repair activity in human mitochondria [26]. HIF1AN is involved in the regulation of HIF1 [27], which is involved in the regulation of the activity of mitochondria and it’s expression is also regulated by mitochondria via reactive oxygen species [28]. YY1 (*ribosomal* module) is one of small number of TFs with predicted binding sites in the promoter regions of many ribosomal protein genes [29].

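In the High-Low group, the regulators of Table 5 followed their modules to different degrees. In the translation module TAF10, a subunit of the general factor TFIID, had a mean Pearson r of 0.636 with the module genes, YBX1 had 0.586 and the histone methyltransferase ASH1L had -0.612. In the ribosomal module the mean r was 0.703 for BTF3, 0.574 for SUB1, -0.459 for ZHX1, -0.418 for RBL2 and -0.391 for YY1. In the mitochondrial module it was 0.478 for YBX1 and -0.423 for the chromatin remodeller CHD1, and in the muscle module -0.374 for CSDA (current symbol YBX3), 0.310 for PREB and -0.260 for MEOX2. In the ubiquitin-related module TCF4 had -0.235, COPS5 0.179 and TCEB1 (ELOC) 0.0584, and SOX4 was below the detection limit.
Each mean r was ranked by size among those of all 6360 detected genes with the same module, since the set of transcription factors that the paper analysed was not used here. Of the 37 pairs of a measured regulator and its module, 11 were at or above the 90th percentile, and the median percentile was 74.1. These were 4 of 6 pairs in the translation, 3 of 7 in the ribosomal, 3 of 8 in the mitochondrial, 1 of 8 in the muscle and 0 of 8 in the ubiquitin-related module. The percentile was 79.7 for MEOX2 and 85.6 for YY1. With quantile normalization and in the high muscling arrays alone the count of 11 was 6, and with the mean of each sire removed it was 7. The study chose the modules and these regulators in part on these arrays, and COPS5 and BTF3 are members of the mitochondrial and translation modules, so the counts are not independent evidence.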

**Table 5:** Assignment of Transcription Factors to robust modules

**Module**	**TFs in a module in the AC and identified by “Module-to-Regulator” analysis**	**TFs in a module in the AC landscape only**	**Top 10 TFs identified by the “Module-to-Regulator” analysis only**^**1**^
Muscle	none	none	KLF9, COPS5, HIF1AN, PREB, TCF7L2, SMARCA1, SMARCAD1, CHD1, CSDA, MEOX2 [23]
Mitochondrial	COPS5 [25]	none	SMARCAD1, CHD1, TCF7L2, **HIF1AN**^2^, SMARCA1, BPTF, PREB, MEOX2, YBX1 [26]
Ribosomal	none	none	BTF3, GTF2H5, CAMTA1, ZHX1, YY1 [29], BMI1, NR3C1, SUB1, ZBTB1, RBL2
Regulation of ubiquitin–protein ligase activity	BPTF	SUZ12	TCEB1, TAF9, COPS5 [30], SMAD5, SOX4 [31], JMJD1C, TCF4 [32], SMARCE1, NCOA1
Translation	BTF3	none	YBX1, TAF10, PHB2, ASH1L, TULP4, TBX3, RBM39, MLL3, RBL2

^1^ In descending order of strength of absolute average correlation coefficient. References providing experimental evidence supporting our computational output are provided.

^2^TFs also identified in the presumed equivalent module in the bovine AC landscape are in bold.

For the “*regulation of ubiquitin-protein ligaseactivity*” module, SUZ12 has a GO annotation for “histone ubiquination”. TCEB1 has a GO annotation for “ubiquitin-ligase complex” and “ubiquitin-dependent protein catabolic process”. TAF9 has a GO annotation of “regulation of proteosomal ubiquitin-dependant protein catabolic process”. In addition, COPS5 regulates exosomal protein deubiquitination and sorting [30], SOX4 interacts with ubiquitin-conjugating enzyme 9 (UBC9), which represses the transcriptional activity of SOX4 [31], and TCF4 regulates the expression of ubiquitin c-terminal hydrolase L1 (UCHL1) [32]. Thus, of the 11 proteins encoded by genes identified by the “Module-to-Regulator” analysis, six have a link with processes involving ubiquitin. In contrast, for example only 1 of the proteins identified in the analysis for the *translation* module is annotated with a GO term which includes the word ubiquitin.

However, even though the analyses in the two species both appear to correctly identify some TFs involved in the regulation of the function of the module there is only one gene, *HIF1AN*, in the overlap between the transcriptional regulators identified in the ovine and bovine “Module-to-Regulator” analyses (Table 5). Again it is likely that the experiment specific factors described above have contributed to this small overlap, which is not significant (hypergeometric test of an overlap of one gene in the *mitochondrial* module p-value = 0.23), and that a significant rate of false positives may be generated using these methods.

## Conclusions

Despite apparent similarities between the datasets, a development time course overlaid with a muscle growth contrast, the differences in the composition of the experimental samples and design appears to have significantly impacted the final landscapes generated using the AC approach. The detection of true differences between cattle and sheep LM muscle awaits the availability of appropriately generated orthologous datasets using, for example, transcript sequencing techniques from as close as possible equivalent experiments. However, generating a truly orthologous dataset between two different species, even for equivalent tissues, with equivalent analysis parameters may not be a trivial process.

### Availability of supporting data

With the exception of the data for the 80d, 100d and 120d LM muscle sheep callipyge genotype samples which is unpublished (Personal communication RL Tellam, K Byrne, T Vuocolo and N Cockett), the sheep gene expression data sets supporting the results of this article are available in the NCBI GEO repository, GSE5195 (10d, 20d, 30d, LM muscle sheep, callipyge and normal genotypes), GSE5955 (T0 and T12 LD muscle sheep, callipyge and normal genotypes), GSE20112 (80d, 100d, 120d LM muscle sheep normal genotypes), GSE20552 (T78, LM muscle sheep, High-Low).

The other data sets supporting the results of this article are included within the article and its additional files.

## Competing interests

The author(s) declare that they have no competing interests.

## Authors’ contributions

BD conceived the study, BD, NH, TR and WS designed the analyses, WS AJW and BD undertook the analyses, BD, NH, WS, AJW, TR wrote the manuscript and RT edited the manuscript. RT, KB and TV provided unpublished gene expression data. All the authors read and approved the final version.

## Supplementary Material

Additional file 1 Bovine Affymetrix probeset annotation file. Click here for file

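Additional file 1 assigns each probe set to a gene, with the place of its target on the bovine chromosomes. The part used here held 1999 probe sets, and 21960 further ones were left out of the copy at hand. It was used for positions only. For example, it places HP (gene 280692), which encodes haptoglobin, on chromosome 18 of Btau4.0 from 38133292 to 38133728. Gene symbols came from the annotation that accompanies the arrays, with 41 pairs of older and current symbols matched by hand.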

Additional file 2 Sheep AC transcriptional landscape Cytoscape session file. Click here for file

Additional file 3 List of genes in each module in the sheep skeletal muscle AC gene expression landscape. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

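The data analysed here are from the High-Low group, with gene expression in LM muscle of 40 sheep at 78 weeks of age, 1 array per animal. The authors deposited MAS5 signals, which are intensity values on a linear scale, 1 per probe set of the GeneChip Bovine Genome array. The paper names MAS5 as its normalization and gives no version. Each array had been scaled so that the mean of its values, with 2% trimmed at each end, is 200. Signals ranged from 0.1 to 36463.9. Present flags are not among the values and were not used here, and no counts underlie array signals, so the number of arrays limits the precision. The arrays of the other 5 groups of the paper were not analysed here, and the AC landscape, which needs all of them, was not rebuilt. Values of the paper's modules come from the gene lists of Additional file 3, and those of structural genes and regulators from Tables 4 and 5.

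Genes were represented by probe sets with 1 gene symbol and, of these, the probe set with the highest mean signal. This follows the rule of the paper on other inputs, since symbols came from the annotation that accompanies the arrays and the mean was taken over the 40 arrays, while the paper used its own annotation and the average over all its samples. A gene was taken as detected if its mean signal was at least 61.8, the median over the probe sets other than controls. Networks were computed with PCIT, written anew in Python (Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0) from the published rule, on Pearson correlations of log2 signals. On simulated data, the fast routine and a direct computation differed in 0 pairs. With 400 simulated genes, 99.4% of the pairs within a simulated group were kept and 4.96% of other pairs.

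Correlation within a module or list was summarised as the median Pearson r over all pairs of genes and tested against 10000 random lists of the same size, drawn within 20 bins of mean signal (one-sided permutation p, Benjamini-Hochberg adjusted over the 5 modules and over the 6 lists). Of 200 random lists in simulated data, 6% had a p under 0.05. Random lists were also the reference of the test, so this rate does not show how the test is calibrated. A simulated list sharing a factor of 0.5 standard deviations was not recovered (p = 0.0505), and one sharing a factor of 1 standard deviation was (p = 0.001). Relations of a gene or module with a module mean were tested with 100000 permutations of the animals, two-sided. These exchange animals between sires, so their p treats the progeny of 1 sire as independent. Only the relations between module means were also tested with permutations within each sire.

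High and low muscling were compared with limma 3.58.1 in R 4.3.3, on log2 signals of the 6360 detected genes, with sire as a random block (estimated correlation 0.135) because each sire had progeny in 1 muscling group only. Gene lists were tested with cameraPR on the moderated statistics, with the correlation between genes estimated from the residuals, over 25 lists and modules. In simulated data with the same design, 51% of genes changed by 0.5 and 86% of genes changed by 1 (log2) were called, with 10 calls among genes not changed. The simulation put in a correlation within sires of 0.135. In the real data, sire accounted for a share of 0.814 of the variance of the first principal component. There, an exchange of sire families (sires 11, 17 and 2 against the rest) called 433 genes. The 10 calls therefore do not measure false calls from such sire effects. The correlation within high muscling was compared with that within low muscling by 10000 permutations of the animals. This comparison was added after the data were seen. It was first run on values as they are. It was then replaced, with those results known, by a form in which each group's mean is removed before the permutation, so that a difference in means does not enter. The earlier form also called the translation module (adjusted p = 0.0154), COPS5 (0.00105) and BTF3 (0.0159).

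Gene lists, settings and alternatives were chosen before the data were examined, apart from those named as chosen later. The genes named in the text are the genes the paper names, the 3 members with the highest and the 2 with the lowest mean r in each module and list, the 10 genes with the largest difference among those called between high and low muscling, the 2 members of each list with the smallest p, and the 5 genes with the most edges. Others are named as chosen after their values were seen. Alternatives covered the reading of the variation and detection filters, signals instead of log2, Spearman correlation, quantile normalization, median centring, a floor at the 20th percentile, the mean over all probe sets of a gene, each muscling group alone, removal of sire means, each sire family left out, no block, sire means as samples and a preset correlation between genes. Added later were networks by the standard deviation of the signal, and the spiked controls or the 3' to 5' ratios of actin and GAPDH regressed out or used as covariates, and a test of the relations between module means with the animals permuted within each sire. Genes of the modules and of Tables 4 and 5 without a probe set of 1 symbol were left out. Figures were drawn with matplotlib 3.10.9.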

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

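The tests of a difference in correlation between the muscling groups, and those of sire families, spiked controls and RNA quality as explanations of it, were chosen after the results were seen.

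Ribosomal protein genes varied together less in high than in low muscling animals. In the ribosomal module the median r was 0.46596 in the 19 high and 0.776 in the 21 low muscling animals, a difference of -0.310 (p = 0.0055, adjusted p = 0.0302 over 11 modules and lists, permutation test). In 35 ribosomal proteins outside the modules it was 0.315 and 0.657, a difference of -0.342 (p = 0.0047, adjusted p = 0.0302). Other modules did not pass (mitochondrial 0.410 and 0.680, adjusted p = 0.0649; translation 0.360 and 0.701, adjusted p = 0.0649; ubiquitin-related 0.531 and 0.263, adjusted p = 0.0616; muscle 0.683 and 0.653, adjusted p = 0.782). Which modules pass depends on the processing. With quantile normalization the muscle (0.259), ubiquitin-related (0.306) and translation modules (-0.394) passed (adjusted p = 0.0275 each) and the list outside the modules did (-0.257, adjusted p = 0.0327), but the ribosomal module did not (-0.191, adjusted p = 0.234). The ubiquitin-related module also passed without the progeny of sire 5 (adjusted p = 0.0440) or 17 (0.0022) and with the 3' to 5' ratios regressed out (0.0396). The mitochondrial and translation modules passed without sire 16 (0.0316 and 0.0132). However, the ubiquitin-related difference, 0.267 over all animals, turned to -0.133 without the progeny of sire 11. With the mean of each sire removed it turned to -0.101. In that setting the mitochondrial difference went from -0.271 to -0.0383, and the translation difference turned from -0.341 to 0.175. None of these differences passed there (adjusted p = 0.917 each). With the mean over all probe sets neither ribosomal difference passed (-0.256, adjusted p = 0.104, and -0.193, adjusted p = 0.127). An earlier form of the test, on values without the group means removed, gave an adjusted p of 0.00165 for the ribosomal module and also called the translation module (0.0154).

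For the ribosomal difference, the first technical explanation is a difference between hybridisation or labelling batches. With the spiked controls regressed out the module difference was -0.107 (adjusted p = 0.564), so this explanation stays open. RNA quality stays open too, since with the 3' to 5' ratios regressed out the difference was -0.218 and its call ended (adjusted p = 0.0959). Differences between sire families also stay open, since with the mean of each sire removed the difference was 0.0119 (adjusted p = 0.917), and of the 10 splits of the sires into 3 and 3, the real one included, 2 gave a difference as large for the module and 4 for the list outside it. Neither difference passed without the progeny of sire 2 (-0.205 and -0.221), 5 (-0.355 and -0.349), 7 (-0.307 and -0.349), 11 (-0.231 and -0.302) or 17 (-0.131 and -0.123). The muscling group is tied to the sires, so a biological difference between high and low muscling was not tested apart from the sires.

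TPM1, a tropomyosin, had an r of -0.687 with the translation module in high muscling and of 0.356 in low muscling animals, a difference of -1.04 (p = 0.0021, adjusted p = 0.0147 over 7 relations, permutation test). Without the progeny of sire 17 the difference was -0.483 (adjusted p = 0.409), and with the mean of each sire removed it was -0.469 (adjusted p = 0.151). In these settings the r in low muscling animals turned to -0.205 and -0.221, while it stayed positive in every other setting. Nor did the difference pass with quantile normalization (-0.763, adjusted p = 0.102) or with the spiked controls regressed out (-0.622, adjusted p = 0.147). With the spiked controls regressed out the r in high muscling was -0.175. With the mean over all probe sets the difference was -0.614 (adjusted p = 0.0493), with an r of -0.124 in high muscling.

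Between high and low muscling, 495 genes differed, most of them genes the paper does not discuss. Of 100 splits of the animals into 19 and 21, the real one included, 1 gave as many genes as the real one and the highest other gave 5, so chance in the placing of single animals can be excluded. These splits break up the sire families, and with the means of the 6 sires as samples 0 genes were called (limma, 886 at an unadjusted p under 0.05). The count was 23 without the progeny of sire 5, 29 without sire 16, 272 without sire 7, 290 without sire 2 and 1221 without sire 17. Whole sire families were also exchanged, where 10 splits are too few for a share under 0.05, and the highest other splits gave 433 genes (sires 11, 17 and 2 against the rest) and 284 (sires 11, 17 and 7) against 495. None of the 25 lists passed in the real split, so every split gives as many (100 of 100 splits of animals and 10 of 10 of sire families), which decides nothing about chance, and the highest of the others had 1 and 4 lists.

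Among 66 groups (11 measures in 6 sire families), 3 held an animal far from its sire family, about the number chance gives, at about 1 in 20. The muscle module mean of 1 low muscling animal of sire 5 was 1.73, against -1.28 to -0.132 in the others of that sire. The translation module mean of 1 low muscling animal of sire 16 was 1.87, against 0.109 to 0.615. The median correlation of the array of another low muscling animal of sire 16 with the other arrays was 0.909, against 0.917 to 0.924.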

How the results depend on the processing

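Alternatives chosen after the data were seen are the networks by standard deviation of the signal and those with the spiked controls or the 3' to 5' ratios. Over 35 main results and their alternatives, 506 values were computed, of which 409 kept their direction and their side of the threshold, 46 no longer passed, 19 newly passed, 19 counts moved by over 1.5 times and 13 changed sign. The median r within the mitochondrial, ribosomal and ubiquitin-related modules and within the oxidative phosphorylation, ribosomal and fat lists passed under every alternative run. Of 1380 values of 92 named members and regulators 1031 stayed within their standard error and 349 moved, of 60 values of the genes with the most edges 48 stayed, and of 798 values of 57 genes named between high and low muscling 600 kept their call, 138 lost it, 53 gained it and 7 changed sign. Apart from fewer samples where animals are left out, the cause was not tested. Low signals limit the lists with few detected genes, such as the cell cycle.

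The High-Low network of 2392 genes had 932 with the stricter limit, 6360 without a variation filter, 3623 without a detection filter and 1255 by the standard deviation of the signal. Its 199294 edges were 379651 with the 3462 genes of the highest standard deviation, 715719 with those of the highest standard deviation of the signal and 101379 with sire means removed.

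With quantile normalization the median r was 0.0922 in the muscle module (adjusted p = 0.182), 0.240 in the translation module (0.0987), 0.00407 in the structural genes of the muscle module and 0.0418 in all genes of Table 4, BTF3 had 0.275 with its module (0.149), ACTA1 -0.320 (0.149), TNNC2 -0.0918, MYL1 -0.0256 and SMPX 0.0252, 6 regulators reached the 90th percentile, and the differences between muscling groups were -0.191 (0.234) for the ribosomal module and -0.763 (0.102) for TPM1. With the spiked controls regressed out the median r was 0.332 in the muscle module (0.0535), 0.249 in glycolysis (0.0574), 0.327 in the structural genes of the muscle module and 0.0932 in Table 4, the fibre difference was 0.289 (p = 0.0086), ACTA1 had 0.174, TNNC2 -0.0478 and MYL1 -0.137, and the group differences were -0.107, -0.142 for the list outside the modules and -0.622 for TPM1. With sire means removed TNNC2 had 0.457, MYL1 0.454, SMPX 0.0860 and TPM1 -0.439, 7 regulators reached the 90th percentile, and the group differences were 0.0119, 0.0827 and -0.469. With the 3' to 5' ratios regressed out the ribosomal differences were -0.218 and -0.256 (0.0959 each), and with the mean over all probe sets -0.256 (0.104) and -0.193 (0.127).

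Within the high muscling arrays the cell cycle list had -0.00427, COPS5 0.361 (0.151), TNNC2 0.549, MYL1 0.513, SMPX 0.248 and TPM1 -0.652, and 6 regulators reached the 90th percentile. Within the low muscling arrays the cell cycle list had 0.0390 (0.0160), the proteasome list 0.106 (0.0623), ACTA1 -0.304 and SMPX 0.265. The cell cycle list had 0.0278 (0.0234) with signals not log2. The fibre difference was 0.166 with Spearman correlation and 0.182 with the mean over all probe sets, and ACTA1 had -0.348 (0.0502) and -0.331 (0.0650) there. The fibre difference was lower with sire means removed (0.0987), within the low muscling arrays (0.0932) and with quantile normalization (0.134). In the last setting the mean r over fast with fast pairs was -0.0454.

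Between high and low muscling, 1586 genes were called without the block and 0 with sire means as samples (limma, 886 at an unadjusted p under 0.05, smallest adjusted p 0.0726). With quantile normalization 494 were called, 415 of them among the 495, and with each array centred on its median 648 (92 higher, 556 lower). With the preset correlation the adjusted p was 3.39e-05 for the proteasome, 1.64e-06, 1.64e-10, 0.00452 and 0.0284 for the mitochondrial, ribosomal, ubiquitin-related and translation modules, and 8 other lists passed, as did 1 without the detection filter (the 20S core, 0.0366). The muscle module turned to a median of -0.01 with median centring (adjusted p = 0.828) and of -0.02 with the spiked controls as covariates (0.999). With the mean over all probe sets ACACA had -0.24, CKM -0.56 and UBE2B 0.16, and with the spiked controls HBA had -0.026.

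Leaving out each sire family in turn gave 0.00686 to 0.0352 for the cell cycle list, 0.121 to 0.212 for the fibre difference, -0.485 to -0.112 for ACTA1, 0.317 to 0.445 for SMPX, 23 to 1221 called genes, an adjusted p of 0.511 to 0.874 for the muscle module, which turned to lower in high muscling without sire 2, and of 0.0134 (without sire 11) to 0.620 for the ubiquitin-related module, 0.131 to 0.207 for all genes of Table 4, -0.054 to 0.19 for HBA and -0.14 to 0.35 for SOX10. The group differences ran from -0.355 to -0.131 for the ribosomal module, from -0.390 to -0.123 for the list outside it and from -1.20 to -0.483 for TPM1.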

Differences from the paper's values

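The number of genes with a clear assignment on the array was 9155 here, against the paper's 14041. The alternatives set before the data were examined do not bear on this count, so none closes the gap.

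The paper describes a cluster of fast twitch subunit genes beside the mitochondrial module. In the High-Low group alone, its genes TNNC2 and MYL1 had an r of 0.112 and 0.170 with the mean of that module and did not pass the test, and their mean r with the muscle module genes was 0.720 and 0.766. SMPX, placed there too, passed with the mitochondrial module (0.399). With the mean of each sire removed (r = 0.457 and 0.454) and in the high muscling arrays alone (0.549 and 0.513) both passed with the mitochondrial module by r, and by Spearman's rho neither passed in these settings (adjusted p = 0.0558 and 0.0520, and 0.0693 each).

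Table 5 lists regulators in descending order of strength over all arrays of the paper. In the High-Low group alone, 57 of 108 pairs of measured regulators of a module were in the listed order, with 15 of 21 in the ribosomal, 7 of 10 in the translation, 15 of 28 in the muscle and 15 of 28 in the ubiquitin-related module. In the mitochondrial module the order held for 5 of 21 pairs, with a mean r of -0.0312 for SMARCAD1, listed first, and of 0.478 for YBX1, listed last.

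The paper cites the proteasome as a potential determinant of muscling in these animals. Here 10 of 30 subunits were lower in high muscling, and the set did not pass (adjusted p = 0.339). It passed with the preset correlation of 0.01 (adjusted p = 3.39e-05), and the 20S core passed without the detection filter (0.0366).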

Other observations

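The tests of RNA quality and of sire for the first principal component, and that of the spiked controls for the mitochondrial and ribosomal modules alone, and those of module means with the animals permuted within each sire, were chosen after the results were seen.

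Genes of connective tissue and of immune cells had lower signals in high than in low muscling animals in part. Of 17 fibroblast and extracellular matrix genes 6 were lower and 1 was higher (10 and 1 adjusted over the list alone; median -0.40; set adjusted p = 0.339 with an estimated correlation), with the protease inhibitor TIMP1 at -0.92 (adjusted p = 7.8e-04) and THY1 at 0.64 (adjusted p = 0.0054). Of 11 macrophage and leukocyte genes 2 were lower (6 adjusted over the list alone; median -0.57; set adjusted p = 0.339), LAPTM5 (-0.57, adjusted p = 0.015) and ITGB2 (-0.63, adjusted p = 0.045), and of 7 smooth muscle and pericyte genes 1 was lower (2 adjusted over the list alone; median -0.20; set adjusted p = 0.490), TAGLN (-0.48), with CNN1 at -0.53 (adjusted p = 0.10). None of 17 immediate early and stress genes passed (median -0.51; set adjusted p = 0.490; MYC -0.89, adjusted p = 0.074, and IER2 -0.68), and none of the 10 endothelial (median -0.09; set adjusted p = 0.729; EMCN -0.28 and PECAM1 -0.30), 18 fat cell (median -0.11; set adjusted p = 0.989; PPARG -0.53 and ACACA 0.40), 7 satellite cell (median -0.09; set adjusted p = 0.989; MYF6 -0.58 and MYH3 0.35), 12 cell cycle (median -0.09; set adjusted p = 0.744; MCM6 -0.36 and CKS2 -0.60) or 2 Schwann cell genes (median -0.22; set adjusted p = 0.729; S100B -0.52 and SOX10 0.07). The test of the fat and satellite cell sets pointed up while their medians were negative. Of the red blood cell genes only HBA was detected (0.08, adjusted p = 0.88).

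Among 16 muscle growth regulators 2 were higher and 1 was lower in high muscling (as many adjusted over the list alone; median -0.08, mean 0.04; set adjusted p = 0.729). MSTN, which encodes the growth inhibitor myostatin, was higher (0.98, adjusted p = 0.036), although the mean of high muscling sire 7 (6.90) was below that of low muscling sire 17 (7.14) and the call ended without the progeny of sire 2, 5, 11 or 16 (adjusted p = 0.11, 0.27, 0.18 and 0.28), and the signalling protein DLK1 was lower (-0.45, adjusted p = 0.041). Of 39 genes of oxidative phosphorylation outside the module 4 were lower (6 adjusted over the list alone; median -0.11; set adjusted p = 0.621), with COX7A2 at -0.56 and ATP5F1E at -0.31, and of 22 genes of the tricarboxylic acid cycle and fatty acid oxidation 2 were lower (2 adjusted over the list alone; median -0.02; set adjusted p = 0.983), ETFB (-0.55) and ACAA2 (-0.28). None of 10 glycolysis genes (median 0.19; set adjusted p = 0.387; PKM 0.41 and PFKM 0.17) or 8 fast fibre genes (median 0.06; set adjusted p = 0.467; ACTN3 0.32 and ATP2A1 0.18) passed, alone or over the list. Of 8 slow fibre genes none passed over all genes and 1 was higher and 1 lower adjusted over the list alone (ATP2A2 0.28 and TPM3 -0.30; median -0.01, with the test pointing up; set adjusted p = 0.983).

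The means of the modules were related over the 40 animals (10 relations, permutation tests). The translation module followed the ribosomal module (r = 0.948, rho = 0.945) and the mitochondrial module (r = 0.825, rho = 0.827), and the mitochondrial followed the ribosomal module (r = 0.767, rho = 0.801), each with an adjusted p of 3.3e-05, where the p before adjustment is the smallest possible (1e-05). Without the 2 farthest arrays these were 0.937, 0.788 and 0.730, and with the mean of each sire removed 0.868, 0.576 and 0.467, which passed with the animals permuted within each sire (adjusted p = 5.0e-05, of which the p before adjustment is the smallest possible, 2.2e-04 and 0.0052). The ubiquitin-related module followed the ribosomal (r = 0.571, adjusted p = 3.0e-04; rho = 0.524, adjusted p = 0.00165; 0.543 without 2 arrays) and the translation module (r = 0.428, adjusted p = 0.010; rho = 0.402, adjusted p = 0.0211; 0.425 without 2 arrays), and with the mean of each sire removed these were 0.249 and 0.163 and did not pass (adjusted p = 0.149 and 0.260). It ran against the muscle module (r = -0.425, adjusted p = 0.010; rho = -0.364, adjusted p = 0.0353; -0.411 without 2 arrays), and did not pass with sire means removed (-0.339, adjusted p = 0.0930). The muscle module did not pass with the mitochondrial, ribosomal and translation modules (r = 0.302, 0.186 and 0.229, adjusted p = 0.0833, 0.252 and 0.192), nor did the mitochondrial with the ubiquitin-related module (r = 0.195, adjusted p = 0.252), but with the mean of each sire removed the muscle module passed with all 3 (r = 0.607, 0.700 and 0.638, adjusted p = 2.2e-04, 6.7e-05 and 5.0e-05), and the last pair did not (-0.239, adjusted p = 0.179).

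The first principal component of the detected genes held 14.5% of the variance, with OTUD4 and TNRC6B at one end and TAGLN2, GPX3 and TIMP1 at the other. Sire accounted for a share of 0.814 of its variance (permutation p = 1e-04, the smallest possible), and muscling group for 0.498. A difference between hybridisation or labelling batches stays open, since the spiked control BioC had a Spearman rho of -0.729 with it (r of -0.791 within high and of -0.373 within low muscling). BioC had the largest rho of the spiked controls, and most of the others did not follow the component. LysX had -0.448 (adjusted permutation p = 0.0186), and BioB (-0.0777), BioDn (-0.159), CreX (0.0381), DapX (-0.233), PheX (0.304) and ThrX (-0.141) did not pass. For RNA quality the GAPDH 3' to 5' ratio had a rho of -0.493, just short of the limit of 0.5 set for this test, and that test leaves the question open. Sire itself, by descent or by shared handling, remains as an explanation, and these were not tested apart.

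Genes of a module could vary together because of how the samples were prepared. Of the mitochondrial, ribosomal and muscle modules, the one that lost the most kept a median r of 0.640 with the 3' to 5' ratios regressed out (muscle) and of 0.566 with sire means removed (ribosomal), and all 3 still passed, so neither RNA quality nor sire families account for the whole. With the spiked controls regressed out, the mitochondrial module kept 0.597 and the ribosomal module also passed, which argues against hybridisation batches as the whole cause for these modules. For the muscle module 0.332 was left (adjusted p = 0.0535), so shared variation and such batches cannot be told apart there. No biological explanation was tested.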
